A study of Homo sapiens with 24 samples.

How the data were processed

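RNA was sequenced from 4 human breast cancer cell lines, BT549, HCC1806, MDAMB231 and MDAMB468. The series describes them as triple-negative, meaning that they lack the oestrogen and progesterone receptors and HER2 amplification. Each line carried either a lentiviral short hairpin RNA against ADAR1 (shADAR1) or a non-targeting hairpin (shNT), with 3 biological replicates per arm, giving 24 libraries in 8 groups. Per the labels' protocols, cells were infected for 24 h and selected with puromycin at 2 µg/ml for 72 h. Libraries were made from 1 µg of DNase-treated total RNA with a kit that removes ribosomal RNA, per the labels' protocols. The hairpin's sequence, and whether more than 1 hairpin was used, is not stated in the labels.

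The deposited files hold, for each of 37416 genes, a whole-number read count per library, per the file headers. They also hold CPM, which per the file headers scales counts to the library's total, and each deposited CPM value equalled that share of the total count (largest difference 4.7e-11). The deposited RPKM values, per the file headers, are CPM per kilobase of the listed gene length and were not used here for any test. The aligner, the counting tool, strand use, the genome build and the annotation are not stated by the labels or the file headers. The gene coordinates were therefore compared with GENCODE 29 on GRCh38: 34265 of the genes were in that release and 31357 had the same start and end. Coordinates are given as the files list them. Gene symbols came from a name table, which matched 33972 genes. Because counting is not stated to use strand, and because reads may be split among near-identical copies, values of genes in multigene families are uncertain.

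Total counts per library ran from 10370645 to 97218217. All 24 libraries were kept. Replicates of a group differed by more than counting noise (chi-square per degree of freedom at least 11.8), so none was treated as a repeat deposit. The first 3 principal components of log2 CPM, with 38.2%, 29.2% and 22.2% of the variance, separated the lines. Of the genes, 5628 were at 0 in all libraries. Genes were filtered with filterByExpr over the 8 groups, which left 21352 genes. Libraries were scaled by TMM (factors 0.924 to 1.12).

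Differential expression was tested on the deposited counts with edgeR 4.0.16 (quasi-likelihood F test, 2-sided) in R 4.3.3. A single model had 1 coefficient for each of the 8 groups, so that all groups shared an estimate of the spread. The common biological coefficient of variation was 0.176 and the median prior degrees of freedom 6.36. Tests were shADAR1 against shNT in each line, the mean of the 4 line effects, and a joint test of differences between the 4 line effects. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic. Reported CPM values are TMM-scaled, with their mean and SD over 3 replicates.

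Gene lists were tested with camera in limma 3.58.1, which compares a list with all other genes tested, using a preset inter-gene correlation of 0.01. The 6 lists, which share no gene, had 36 interferon-stimulated genes, 24 p53 target genes, 22 integrated stress response genes, 25 ferroptosis suppressor genes, 25 ferroptosis promoter genes and 51 lipid remodelling genes among those tested. MDM2 was kept out of the p53 list. Adjustment ran over 30 tests (6 lists in 4 lines and in the average), and separately over 24 tests of a line against the mean of the other 3 lines.

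The comparisons, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named ADAR and MDM2 in every case. For the average it named the 5 largest rises and 5 largest falls among genes past the threshold, with a mean log2 CPM of at least 2 and the same sign in all 4 lines. Within a line it named the 2 largest rises and 2 largest falls past the threshold, with separated arms and a mean CPM of at least 5 in the higher arm. For differences between lines it named the 3 smallest p-values with a mean log2 CPM of at least 2, and from each list the 2 members with the smallest p-value in the average among those past the threshold.

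Replicate numbers are shared between the arms of a line. Same-numbered libraries deviated together from their group means in BT549 (correlations 0.139, 0.158 and 0.25), HCC1806 (0.242, 0.332 and 0.443) and MDAMB231 (0.204, 0.348 and 0.149). Each of these is over 0.1, so the numbers were read as pairing the arms in those 3 lines. In MDAMB468 the correlations were 0.165, 0.166 and 0.0651, so they were not read as pairs there. The main tests had been fixed without a replicate block and so leave this pairing out. With the block, 2820 genes passed on average, against 632 without it. A gene not called in the main tests may thus be called with the block.

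The alternatives tried were RLE and upper-quartile scaling, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, the replicate number as a block, only the 6 libraries of a line, removal of structural RNA and mitochondrial genes, and leaving out each library in turn. For lists, camera with an estimated correlation and fry were also used. Robust dispersion estimation was added after the data were seen.

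On simulated counts, 200 genes were changed in all 4 lines, over 20780 genes tested. Of those changed by 1 on the log2 scale, the test recovered 50% in BT549, 50% in HCC1806, 44% in MDAMB231, 53% in MDAMB468 and 67% in the average. Of those changed by 0.5, it recovered 10%, 13%, 11%, 19% and 49% in the same order. False calls numbered 7, 4, 4, 7 and 11, among 67, 67, 59, 79 and 127 calls. The simulated counts held no shift shared by same-numbered libraries, whereas the data did, so these rates need not hold for the data. The 3′ UTR analysis took 1 protein-coding transcript per gene from GENCODE 29 and was run in Python 3.11.15. In simulated data it recovered 10 of 10 planted 7-base sequences. The planted difference was larger than that of the leading sequence in any line, so recovery of differences as small as those seen was not tested.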

Results

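Gene expression was compared between shADAR1 and shNT arms of 4 triple-negative breast cancer lines, to assess what lowering ADAR1, the RNA-editing enzyme encoded by ADAR, does to the transcriptome. The series title also names MDM2, lipid remodelling and ferroptosis, an iron-dependent form of cell death driven by lipid peroxidation. Each of the 8 groups had 3 libraries. The smallest library was MDAMB231 shNT replicate 1, with 10370645 counts, and the largest was BT549 shADAR1 replicate 2, with 97218217. Total counts of replicates 1, 2 and 3 are given in that order. BT549 had 59741481, 97218217 and 61771957 in shADAR1 and 59772313, 68987414 and 42744862 in shNT. HCC1806 had 45725146, 53226398 and 89073980 in shADAR1 and 24199130, 52047479 and 53341824 in shNT. MDAMB231 had 20922499, 52754099 and 41440746 in shADAR1 and 10370645, 46020330 and 45432954 in shNT. MDAMB468 had 24435669, 52660254 and 63315021 in shADAR1 and 24475125, 43078524 and 51946473 in shNT.

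The targeted gene was examined first. ADAR (ENSG00000160710, chromosome 1, 154582062 to 154627999, minus strand) was lower in all 3 shADAR1 libraries than in all 3 shNT libraries of every line. In BT549 its level was 134.6 ± 18.97 CPM against 516.2 ± 12.05 CPM (SD, n = 3 per arm), which is 26.1% of control. HCC1806 had 117.3 ± 27.05 CPM against 354.3 ± 18.3 CPM, or 33.1% of control. In MDAMB231 it was 63.93 ± 8.432 CPM against 292.8 ± 14.86 CPM, or 21.8%. In MDAMB468 it was 154.6 ± 28.05 CPM against 416.6 ± 24.39 CPM, or 37.1%. The log2 fold changes were -1.94 (SE 0.148), -1.59 (SE 0.147), -2.19 (SE 0.1502) and -1.43 (SE 0.146) in the same order. Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.21e-07, 4.55e-06, 6.83e-09 and 3.18e-05. The alternative that moved this result most was the fit on the 6 HCC1806 libraries alone, which gave -1.60 with an adjusted p of 0.213 by the same edgeR test.

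**Figure D1:**
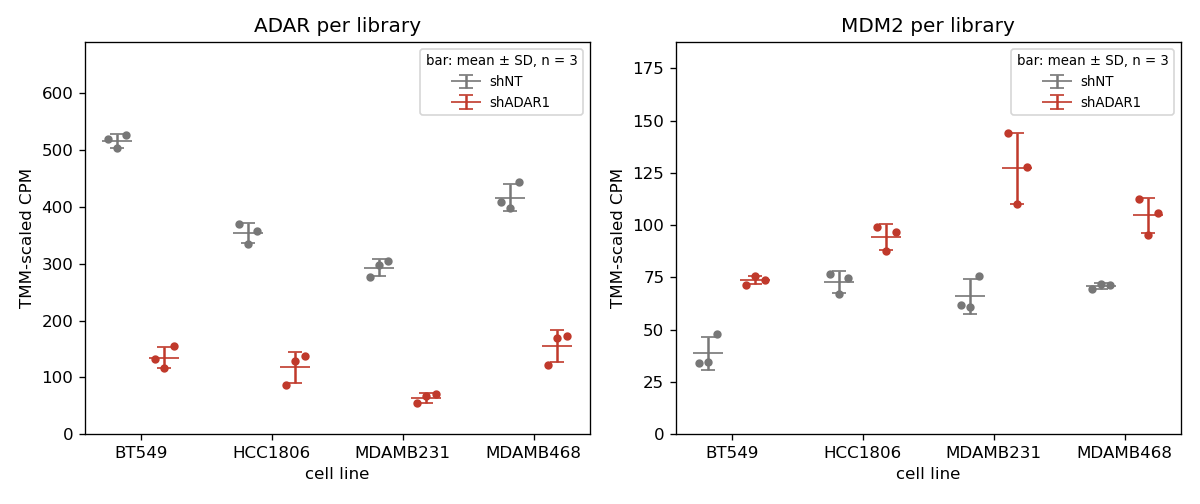
TMM-scaled CPM of ADAR (left) and MDM2 (right) in each of the 24 libraries, by cell line; points are libraries and bars give the mean and SD of 3. In every line the shADAR1 points lie below the shNT points for ADAR and above them for MDM2.

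MDM2 (ENSG00000135679, chromosome 12, 68808172 to 68850686, plus strand) was higher in all 3 shADAR1 libraries than in all 3 shNT libraries of each line. Levels were 73.62 ± 2.024 CPM against 38.75 ± 7.887 CPM in BT549 and 127.2 ± 17.07 CPM against 65.99 ± 8.36 CPM in MDAMB231 (SD, n = 3 per arm). HCC1806 had 94.36 ± 6.081 CPM against 72.73 ± 5.252 CPM, and MDAMB468 had 104.6 ± 8.488 CPM against 70.94 ± 1.459 CPM. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the change passed the threshold in BT549 (log2 fold change 0.93, SE 0.121, adjusted p 0.000209) and MDAMB231 (0.94, SE 0.121, adjusted p 4.78e-05). It did not in HCC1806 (0.38, SE 0.120, adjusted p 0.684) or MDAMB468 (0.56, SE 0.120, adjusted p 0.133). With replicate numbers as a block, HCC1806 passed (0.38, edgeR adjusted p 0.0199). Outside the blocked fit, MDAMB468 passed with DESeq2 (0.55, adjusted p 0.0169) and in the edgeR fit on its own 6 libraries (0.54, adjusted p 0.0272). Averaged over the lines, MDM2 rose by 0.70 (SE 0.0603, edgeR adjusted p 5.93e-08). Without the block, the joint test of a difference between lines gave an F of 5.45 for MDM2 and did not pass the threshold. That test called 5 genes without the block and 1002 with it, and no blocked value for MDM2 is given here. A difference between lines therefore stays open for MDM2.

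The number of genes past the threshold differed widely between lines. In BT549, 101 genes changed, 28 higher and 73 lower. HCC1806 had 10 (7 higher, 3 lower), MDAMB231 had 429 (136 higher, 293 lower) and MDAMB468 had 8 (1 higher, 7 lower). At an unadjusted p under 0.05 there were 1370, 929, 2501 and 803 genes, where 1068 are expected by chance alone. The setting that moved these counts most was the replicate number as a block, with 1098 genes in BT549 (530 higher, 568 lower), 448 in HCC1806 (313 higher, 135 lower) and 2434 in MDAMB231 (1085 higher, 1349 lower). Falls thus made up a smaller share of the calls in BT549 and MDAMB231 with the block. In the fit on a line's own 6 libraries the counts were 226 in BT549, 0 in HCC1806 (426 at an unadjusted p under 0.05), 117 in MDAMB231 and 21 in MDAMB468. Leaving out MDAMB231 shADAR1 replicate 1 lowered that line's count from 429 to 202. The BT549 count fell to 65 without shADAR1 replicate 1, 64 without shADAR1 replicate 2 or shNT replicate 1, and 61 without shNT replicate 2. That of HCC1806 fell to 4 without shADAR1 replicate 1, 5 without shNT replicate 1 and 6 without shNT replicate 3. That of MDAMB468 fell to 3 without any of the 3 shADAR1 libraries or shNT replicate 1, and to 4 without shNT replicate 3.

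**Figure D2:**
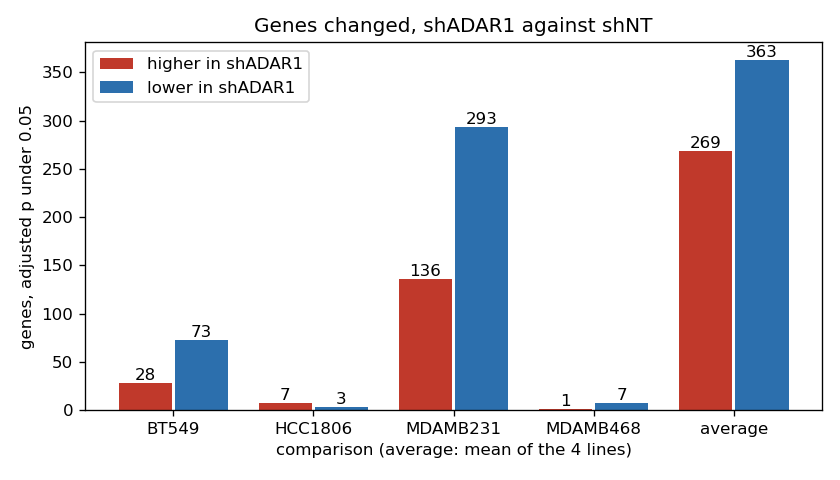
Number of genes with an adjusted p under 0.05, higher (red) or lower (blue) in shADAR1 than in shNT, in each line and in the mean of the 4 lines. MDAMB231 has the most among the lines, with 136 higher and 293 lower.

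Among the genes named by the fixed rule in BT549, HSD17B10 rose from 29.93 ± 3.135 to 64.29 ± 9.031 CPM and DYNLRB1 from 61.47 ± 9.114 to 125.4 ± 11.88 CPM (SD, n = 3). Their log2 fold changes were 1.10 (SE 0.126) and 1.03 (SE 0.172), with adjusted p-values of 2.74e-05 and 0.00226 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. B4GALT6 fell from 7.454 ± 0.6713 to 2.179 ± 0.7482 CPM (log2 fold change -1.77, edgeR adjusted p 0.001). Its 3′ UTR holds 3 copies of the 7-base sequence ATCTTCA, which also occurs once in the ADAR transcript. The files list HSD17B10 (ENSG00000072506, chromosome X, 53431258 to 53434373), DYNLRB1 (ENSG00000125971, chromosome 20, 34516409 to 34540958) and B4GALT6 (ENSG00000118276, chromosome 18, 31622247 to 31685836).

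In HCC1806, DHRS2 rose from 7.795 ± 3.239 to 59.7 ± 25.99 CPM (log2 fold change 2.95, edgeR adjusted p 9.87e-06) and RGMA from 1.799 ± 0.4578 to 7.333 ± 2.528 CPM (2.00, edgeR adjusted p 0.00179). The 3′ UTR of RGMA holds 1 copy of another 7-base sequence, GTGGGCC. Beside ADAR, ISOC1 was the named gene that fell, from 17.35 ± 1.691 to 10.42 ± 1.173 CPM (-0.73, edgeR adjusted p 0.0348), and it lost its call in 4 of the 6 fits that left out a library of this line. In the fit on the 6 libraries alone none of these 3 passed. In MDAMB231, HSD17B10 rose from 12.57 ± 1.103 to 36.28 ± 5.359 CPM (1.52, edgeR adjusted p 4.17e-07). KRTAP2-3, a member of a keratin-associated multigene family and so uncertain, rose from 1.174 ± 0.3008 to 11.08 ± 9.587 CPM. Its log2 fold change of 3.21 (edgeR adjusted p 0.00507) became 2.23, no longer past the threshold, without shADAR1 replicate 1. PTGES fell from 34.52 ± 15.18 to 8.582 ± 5.669 CPM (-1.98, edgeR adjusted p 0.00347), and its 3′ UTR holds 1 copy of ATCTTCA and 2 of GTGGGCC. In MDAMB468, TGIF2 rose from 7.652 ± 0.5006 to 11.53 ± 0.2612 CPM (0.59, edgeR adjusted p 0.0257), a call that 5 of the 6 fits leaving out a library lost. UBE2N fell from 38.47 ± 1.553 to 17.29 ± 3.277 CPM in that line (-1.15, edgeR adjusted p 0.000957), and its 3′ UTR holds 1 copy of ATCTTCA. In the fit on a line's own 6 libraries, KRTAP2-3 (edgeR adjusted p 0.0512), PTGES (0.0950) and TGIF2 (0.136) did not pass either, whereas HSD17B10 in MDAMB231 and UBE2N in MDAMB468 did. The files list DHRS2 (ENSG00000100867, chromosome 14, 23630115 to 23645639), RGMA (ENSG00000182175, chromosome 15, 93035273 to 93089204), ISOC1 (ENSG00000066583, chromosome 5, 129094751 to 129114028) and KRTAP2-3 (ENSG00000212724, chromosome 17, 41059240 to 41060114). They also list PTGES (ENSG00000148344, chromosome 9, 129738331 to 129753047), TGIF2 (ENSG00000118707, chromosome 20, 36573488 to 36593950) and UBE2N (ENSG00000177889, chromosome 12, 93405673 to 93442262).

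Genes called in more than 1 line changed the same way in each. BT549 and MDAMB231 shared 86 genes of the same sign, where shuffling the calls among genes of like expression gave a mean of 2.49, and no gene had opposite signs in any pair of lines. In 3 or more lines 8 genes were called, and all of them fell: ADAR, AIDA, DESI2, ANTXR1, ISOC1, PEG10, UBE2N and MLX. In the fit with the replicate number as a block, 60 genes changed the same way in all 4 lines, 50 lower and 10 higher, so that calls shared in that fit were not all falls. Without the block, ADAR and MLX passed in all 4 lines. On leaving out each of the 24 libraries ADAR kept this in every fit, whereas MLX passed in fewer lines in 18 of the 24 fits, and in 2 lines at the fewest. AIDA, DESI2, PEG10 and MLX lie outside the naming rule and were chosen after their values were seen. The log2 fold changes of MLX were -1.10 in BT549, -0.60 in HCC1806, -1.15 in MDAMB231 and -0.58 in MDAMB468. The 3′ UTR of each of these 8 genes except ISOC1 holds ATCTTCA, and that of MLX also holds 2 copies of GTGGGCC. Across all genes tested, the Pearson correlation of log2 fold changes between lines ran from -0.00192 to 0.0592 over the 6 pairs of lines. Over 11794 genes with at least 10 counts in every library it ran from 0.214 to 0.523. Genes are not independent replicates, so no p-value is given. The lines have separate control libraries. The files list AIDA (ENSG00000186063, chromosome 1, 222668013 to 222713210), DESI2 (ENSG00000121644, chromosome 1, 244652935 to 244709033), ANTXR1 (ENSG00000169604, chromosome 2, 69013178 to 69249327) and PEG10 (ENSG00000242265, chromosome 7, 94656325 to 94669695). They also list MLX (ENSG00000108788, chromosome 17, 42567068 to 42573239).

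In the average over the 4 lines, 632 genes passed the threshold, 269 higher and 363 lower. The blocked fit gave 2820 genes, 1547 higher and 1273 lower, so falls no longer outnumbered rises. The largest falls with the same sign in every line were ADAR (-1.79, SE 0.0738), CACNA1B (-1.75, SE 0.452), B4GALT6 (-1.42, SE 0.136), TMCC3 (-1.26, SE 0.268) and UBE2N (-1.22, SE 0.0754). Their adjusted p-values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 3.20e-13, 0.0362, 3.21e-07, 0.00744 and 4.36e-10 in that order. The log2 fold changes of CACNA1B were -0.07 (SE 0.29) in BT549, -0.22 (SE 0.30) in HCC1806 and -0.47 (SE 0.98) in MDAMB231. In MDAMB468 the value was -6.23, so that line set the average. CACNA1B had 0 counts in all 3 MDAMB468 shADAR1 libraries, against 8, 12 and 4 in shNT, and its fitted value there depends on the prior count. TMCC3 had 0, 1 and 0 counts against 0, 10 and 2 in that line, and without MDAMB468 shNT replicate 2 its average moved to -0.80 and was not called. The 3′ UTR of TMCC3 holds 1 copy each of ATCTTCA and GTGGGCC, and that of CACNA1B holds 0 of either. The files list CACNA1B (ENSG00000148408, chromosome 9, 137877789 to 138124624) and TMCC3 (ENSG00000057704, chromosome 12, 94567124 to 94650562).

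The largest rises in the average were UGT8 (1.39, SE 0.371), ZNF667 (1.27, SE 0.344), DHRS2 (1.12, SE 0.146), NOG (0.96, SE 0.265) and HSD17B10 (0.86, SE 0.0637). Their edgeR adjusted p-values were 0.0446, 0.0489, 3.35e-05, 0.0494 and 8.35e-09 in that order. UGT8 had 0 counts in the 3 BT549 shNT libraries and 0, 6 and 13 in shADAR1, and its log2 fold changes in the other 3 lines lay between 0.10 and 0.16. ZNF667 had 0 counts in the 3 MDAMB231 shNT libraries and 0, 2 and 6 in shADAR1, with 0.07 to 0.10 elsewhere. The 3′ UTR of ZNF667 holds 1 copy of ATCTTCA, although the gene rose. In 24 fits that each left out 1 library, the average was lost as a call in 19 for UGT8, 20 for ZNF667, 19 for NOG and 12 for CACNA1B. The files list UGT8 (ENSG00000174607, chromosome 4, 114598455 to 114678224), ZNF667 (ENSG00000198046, chromosome 19, 56439325 to 56478065) and NOG (ENSG00000183691, chromosome 17, 56593699 to 56595590).

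The change differed between lines for 5 genes by the joint edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 947 genes, fewer than the 1068 expected by chance alone. The blocked fit, with replicate numbers as pairs, gave 1002 genes. Without the block the count fell to 2 on leaving out HCC1806 shADAR1 replicate 1, MDAMB231 shADAR1 replicate 1 or MDAMB231 shNT replicate 2. It rose to 8 on leaving out HCC1806 shADAR1 replicate 2, HCC1806 shNT replicate 1 or MDAMB468 shNT replicate 1, to 9 without MDAMB231 shADAR1 replicate 3 and to 14 without MDAMB231 shADAR1 replicate 2. ANTXR1 fell in all lines, with log2 fold changes of -1.16 in BT549, -0.38 in HCC1806, -1.59 in MDAMB231 and -0.86 in MDAMB468 (F 24.1, adjusted p 0.00726). Its 3′ UTR holds 2 copies of ATCTTCA. SLC16A3 rose in MDAMB231 from 191.4 ± 12.12 to 397.7 ± 34.92 CPM, while its log2 fold changes in the other 3 lines lay between -0.07 and 0.07 (F 20.5, edgeR adjusted p 0.0140). Its 3′ UTR holds 1 copy of GTGGGCC. DHRS2 rose most in HCC1806 (F 19.2, edgeR adjusted p 0.0154). The edgeR adjusted p of DHRS2 was 0.0550 without HCC1806 shADAR1 replicate 1. That of SLC16A3 was 0.0516 without MDAMB231 shADAR1 replicate 1 and 0.0705 without MDAMB231 shNT replicate 2. The files list SLC16A3 (ENSG00000141526, chromosome 17, 82228397 to 82261129).

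The 6 fixed lists address the pathways in the series title and those tied to RNA sensing. Integrated stress response genes were higher on average (median log2 fold change 0.17, camera adjusted p 2.81e-07), with 20 of 22 members higher. Of all 22 members, 6 passed over all genes tested and 7 when adjusted over the list alone. CEBPB rose by 0.23 and DDIT4 by 0.45 on the log2 scale (edgeR adjusted p 0.00417 and 0.00442). The list was also called in all 4 lines, with medians of 0.16 in BT549, 0.24 in HCC1806, 0.22 in MDAMB231 and 0.09 in MDAMB468. Leaving out 1 library of the line lost that call in 2 of 6 fits in BT549, 4 of 6 in MDAMB231 and 3 of 6 in MDAMB468. In those fits the median ran from 0.09 to 0.22 in BT549 and from 0.17 to 0.35 in HCC1806. It ran from 0.08 to 0.31 in MDAMB231 and from 0.05 to 0.16 in MDAMB468. These ranges overlap, so the order of the medians between lines is not settled. Lipid remodelling genes were lower on average (median -0.02, camera adjusted p 0.0429), with 33 of 51 members lower. Of all 51 members, 5 passed over all genes and 7 adjusted over the list alone. PLIN3 fell by 0.30 (edgeR adjusted p 0.000306) and MBOAT1 rose by 0.49 (edgeR adjusted p 0.00413). The 3′ UTR of PLIN3 holds 1 copy of GTGGGCC. Under fry the integrated stress response call on average held (adjusted p 0.0443) and the lipid call did not (0.163). With an estimated correlation neither held (0.228 and 0.429), and no list was called within a line under either method. The files list CEBPB (ENSG00000172216, chromosome 20, 50190734 to 50192689), DDIT4 (ENSG00000168209, chromosome 10, 72273920 to 72276036), PLIN3 (ENSG00000105355, chromosome 19, 4838341 to 4867768) and MBOAT1 (ENSG00000172197, chromosome 6, 20102145 to 20212399).

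Interferon-stimulated genes had an average median of 0.01 (camera adjusted p 0.857), with 1 member passing over all genes and 1 adjusted over the list alone. That member, MX2, rose by 0.59 on average (edgeR adjusted p 0.014), a value set by MDAMB231 and MDAMB468, where its mean was at most 1.06 CPM. Within lines the list's medians were 0.08 in BT549, 0.03 in HCC1806, -0.14 in MDAMB231 and 0.04 in MDAMB468, none of them called. In BT549 23 of 36 members were higher, whereas in MDAMB231, where MX2 rose, 29 of 36 were lower. For p53 target genes the median was 0.05, although camera, which weighs all members, put the list lower (adjusted p 0.950), and 3 members passed over all genes and 3 adjusted over the list alone, among them BBC3 (0.44, edgeR adjusted p 0.00206) and POLH (-0.32, edgeR adjusted p 0.000284). Ferroptosis suppressor genes had a median of -0.01 (adjusted p 0.950), with 0 members passing either way and 5 at an unadjusted p under 0.05. These and the other member counts come from the fit without the replicate block, which called 632 genes on average against 2820 with it. They do not rule out members that would pass with the block. Ferroptosis promoter genes had a median of 0.02, and camera again put the list lower (adjusted p 0.606), with 1 member, ACSL4, passing over all genes and adjusted over the list alone. ACSL4 fell by 0.40 on average (SE 0.0553, edgeR adjusted p 6.07e-05), and was lower in all 4 lines. The 3′ UTRs of ACSL4 and POLH each hold 1 copy of GTGGGCC. The files list MX2 (ENSG00000183486, chromosome 21, 41361943 to 41409390), BBC3 (ENSG00000105327, chromosome 19, 47220822 to 47232766), POLH (ENSG00000170734, chromosome 6, 43576150 to 43615660) and ACSL4 (ENSG00000068366, chromosome X, 109624244 to 109733403).

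Within lines, 6 of 24 list tests passed: the integrated stress response list in each line, and in HCC1806 the lipid remodelling list (median -0.09, adjusted p 0.00936) and the ferroptosis promoter list (median -0.07, adjusted p 0.0303). Of 24 tests of a line against the mean of the other 3 lines, 1 passed, for integrated stress response genes in HCC1806 (camera adjusted p 0.00727).

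**Figure D3:**
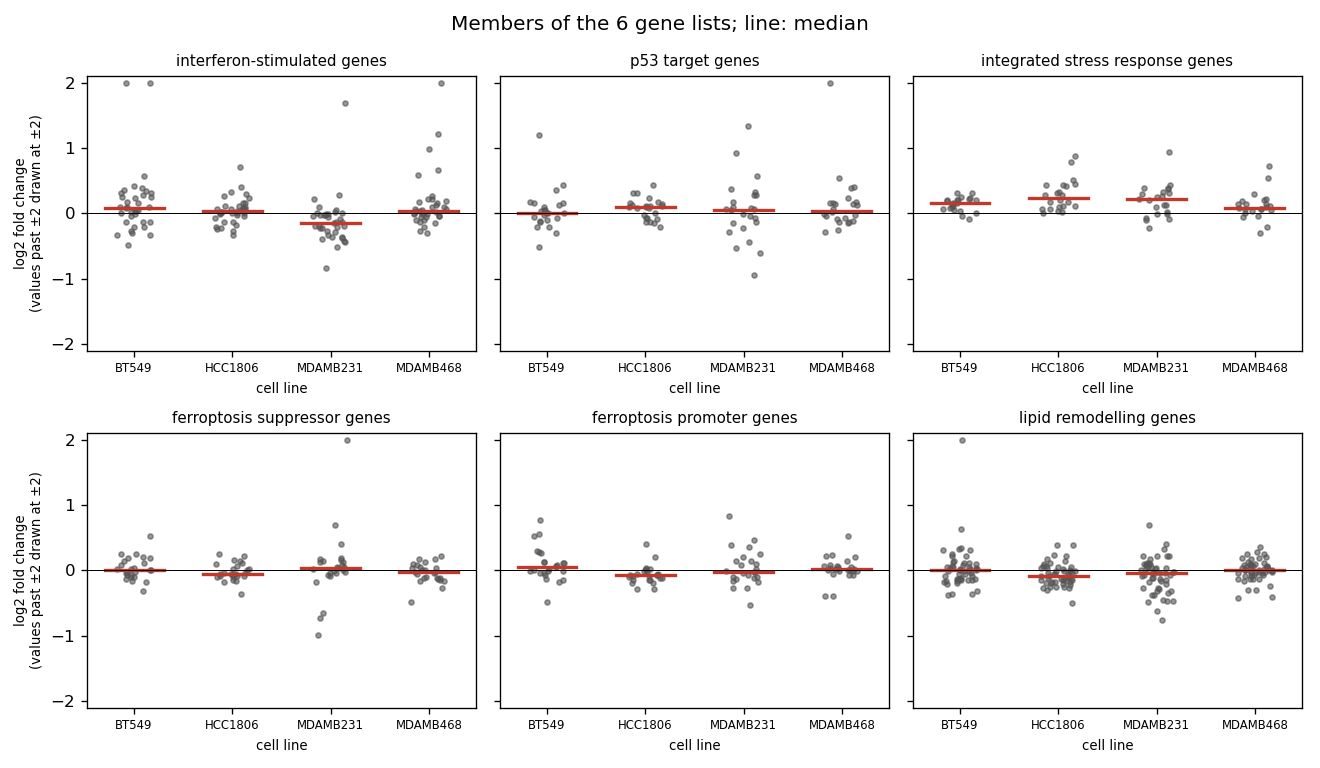
Log2 fold change (shADAR1 against shNT) of each member of the 6 gene lists in each line; points are genes, drawn at the edge when past 2 in size, and red lines are medians. Integrated stress response genes have medians of 0.16, 0.24, 0.22 and 0.09 in the 4 lines.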

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

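Each result here was singled out because a test of the difference between lines passed its threshold. The split counts were planned before the results were seen; naming HSD17B10 and ARRB2, the tests by exchanges within replicate pairs, and setting apart the splits that keep a line whole came after.

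The joint test found 5 genes whose change differed between lines: ANTXR1 (adjusted p 0.00726), SLC16A3 (0.0140), DHRS2 (0.0154), HSD17B10 (0.0163) and ARRB2 (0.0205), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HSD17B10 rose in BT549 (1.10) and MDAMB231 (1.52) more than in HCC1806 (0.37) and MDAMB468 (0.44). ARRB2 fell by 1.15 in MDAMB231, and its values elsewhere were -0.34, -0.01 and -0.07. When the arms were assigned at random within lines, 5 of 60 splits, the real one included, gave as many genes. The highest, 79, came from a split that kept the real grouping of 1 line whole, so it is no chance level. Of the 31 other splits that kept no line whole, 1 gave as many, with 13. With replicate numbers as blocks, 1002 genes differed between lines. Of 50 exchanges of the arms within pairs, 2 gave as many, namely the real one and one that only reversed whole lines, and the 17 that kept no line whole gave 0 each. In MDAMB468 the numbers did not pass the check for pairing. For the count without blocks, the 1 of 31 other splits that kept no line whole leaves chance open. For the count with blocks, the exchanges argue against arms that have no effect at all. They also remove the effect that the lines share, so they cannot tell whether the effects differ between lines. The exchange that only reversed whole lines gave 2285 genes, because reversal turns a shared effect into a difference. Without HCC1806 shADAR1 replicate 1 the adjusted p of DHRS2 was 0.0550, and without MDAMB231 shNT replicate 2 that of SLC16A3 was 0.0705. On leaving out each of the 24 libraries, ANTXR1 was never lost, DHRS2 was lost in 1 fit, SLC16A3 in 2, HSD17B10 in 4 and ARRB2 in 5. HSD17B10 was not called without HCC1806 shADAR1 replicate 1 or any of MDAMB231 shADAR1 replicate 1, shNT replicate 1 and shNT replicate 2. ARRB2 was not called without HCC1806 shADAR1 replicate 1 or any of MDAMB231 shADAR1 replicates 1 and 2 and shNT replicates 2 and 3. ADAR fell most in MDAMB231 (-2.19) and less in HCC1806 (-1.59), where DHRS2 rose most (2.95 against 0.76 in MDAMB231), so the depth of the ADAR loss does not account for DHRS2. SLC16A3 rose by 1.05 in MDAMB231 and by 0.07 in BT549, where ADAR fell by 1.94. For ANTXR1, HSD17B10 and ARRB2 the depth of the ADAR loss and the amount of hairpin were not tested, and a biological difference between the lines was not tested for any of the 5. ANTXR1 holds 2 copies of ATCTTCA and fell most in MDAMB231, then BT549, MDAMB468 and HCC1806. Mean differences of genes with that sequence had the same order (-0.1012, -0.0739, -0.0424 and -0.0261). This order was seen afterwards and is no test. An effect tied to that sequence stays open for ANTXR1.

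Integrated stress response genes rose more in HCC1806 than in the other 3 lines (camera adjusted p 0.00727, difference in median 0.08). In 54 of 60 splits within lines, the real one included, at least 1 such list test passed. The median over the other splits was 4 of 24, so this call carries little weight. With replicate numbers as blocks 4 such tests passed, and 13 of 50 exchanges within pairs, the real one included, gave as many.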

How the results depend on the processing

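Robust dispersion was the 1 alternative added after the results were seen; it kept every count of genes within 1.5 times. No scaling moved the median of all genes by over 0.1.

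With the replicate number as a block, the counts of genes were 1098 in BT549, 448 in HCC1806, 2434 in MDAMB231 and 354 in MDAMB468 (215 higher, 139 lower, against 1 and 7). The same fit gave 2820 on average (1547 higher, 1273 lower), 1002 differing between lines and 60 changed the same way in all 4 lines (10 higher, 50 lower). Every gene called without the block was also called with it. MDM2 passed in HCC1806 (0.3762, edgeR adjusted p 0.0199) and in MDAMB468 (0.5541, adjusted p 0.000866), and 4 list tests between lines passed. In MDAMB468 the numbers did not pass the check for pairing (correlations 0.165, 0.166 and 0.0651). No other ADAR or MDM2 call within a line or on average changed with the block, and no other list call did.

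DESeq2 gave 299 genes in BT549, 42 in HCC1806, 812 in MDAMB231, 42 in MDAMB468 (11 higher, 31 lower, against 1 and 7), 1054 on average, 125 differing between lines and 12 in all 4 lines. MDM2 in MDAMB468 then passed (0.5547). Without a filter on low counts there were 18 genes in HCC1806 and 22 differing between lines, a median correlation of 0.01058, and 4 list tests between lines. With at least 10 counts in every library there were 185 genes in BT549, 16 in MDAMB468 and 25 differing between lines, and a median correlation of 0.2839. Camera then put the uncalled interferon-stimulated list lower, where it was higher before, although its median was 0.006383, and the lipid list was no longer called (-0.03145, adjusted p 0.103). The cause was not tested, except that fewer genes were tested.

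In fits on a line's own 6 libraries, which have fewer samples, there were 226, 0, 117 and 21 genes in BT549, HCC1806, MDAMB231 and MDAMB468, with 0 in all 4 lines and a median correlation of 0.1732. At an unadjusted p under 0.05, HCC1806 had 426. ADAR in HCC1806 was not called (-1.598), and MDM2 in MDAMB468 was (0.5447).

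With an estimated correlation the integrated stress response list (0.1711) and the lipid list (-0.02482) were not called on average, and 0 tests passed within lines (2 at an unadjusted p under 0.05) or between lines (0). With fry the lipid list (-0.02482) was not called. Within lines 0 tests passed (3 at an unadjusted p under 0.05), and between lines 0 (0 unadjusted). Fry put the uncalled p53 list (median 0.04512) and suppressor list (median -0.006743) higher, where camera put both lower. The cause was not tested. The integrated stress response list kept its direction under all alternatives run.

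Across fits that each left out 1 library, counts ran from 61 to 108 in BT549, 4 to 15 in HCC1806, 202 to 526 in MDAMB231 and 3 to 10 in MDAMB468. They ran from 500 to 706 on average, 2 to 14 for differing genes, 1 to 3 for all 4 lines, and 0 to 4 for list tests between lines. The median correlation ran from 0.0187 to 0.03509. List medians ran from -0.02242 to 0.05745 (interferon-stimulated), 0.00535 to 0.078 (p53 targets), -0.0148 to 0.02599 (suppressors), -0.02799 to 0.04155 (promoters) and -0.04553 to -0.01333 (lipid remodelling). The interferon-stimulated, suppressor and promoter medians thus took both signs. The lipid list lost its call in 14 of 24. ADAR was called in all of its leave-one-out fits.

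Outside the leave-one-out fits, 21 further values of named genes and of the integrated stress response list within lines were no longer called, and 21 correlations between pairs of lines moved.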

Other observations

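Tests chosen after the result was seen are those on the second 7-base sequence, the p53 list beside MDM2, and the exchanges within replicate pairs. Leaving out single libraries was planned, but its use as a test of the MDM2 rise was chosen afterwards. Setting apart the splits that keep a line's real grouping whole was also chosen afterwards.

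Several genes that fell in more than 1 line share a short sequence. Over 11117 genes with at least 10 counts in every library, 15808 7-base sequences in 3′ UTRs were ranked by how much lower the log2 fold changes of the genes holding them were, after adjustment for UTR length, GC content and expression. In BT549 and MDAMB231 the leading sequence was ATCTTCA, held by 1675 genes. In HCC1806 and MDAMB468, which played no part in choosing it, it ranked 1 of 15808, and genes with it were lower by a mean difference of -0.0343 on the log2 scale (permutation p 0.0001, the smallest that 10000 permutations give). The difference was -0.0739 in BT549 and -0.101 in MDAMB231. The overlapping sequences TATCTTC and TCTTCAA ranked 3 and 2 in HCC1806 and MDAMB468.

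ATCTTCA was held by 15.1% of the genes tested. Among genes that fell on average, apart from ADAR, 166 of 351 (47.3%) held it, against 23 of 234 (9.8%) that rose. Of 66 genes that fell in 2 or more lines, 39 (59.1%) held it, as did 6 of the 7 that fell in 3 or more. BT549 and MDAMB231, which were used to choose the sequence, gave most of these calls and enter the average, so these shares describe the genes and test nothing. The test is that in the lines held out. A candidate explanation is that the hairpin's guide strand acts on these transcripts through its seed, as a microRNA would. The lines held out of the search also had lower values in genes with the sequence (-0.0343), though by less than the -0.0875 in the lines searched. ADAR was lowered in all 4 lines, so these differences do not separate the hairpin from the loss of ADAR. The hairpin's sequence was not used here. With a single non-targeting control, an effect of the hairpin's sequence and an effect of ADAR loss on transcripts with this sequence were not separated by any second hairpin analysed here. GC content and length did not account for the genes called in 3 or more lines: their median average log2 fold change was -0.936 before and -0.96 after correction.

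A different sequence, GTGGGCC, ranked 4 in BT549 and MDAMB231 and 4 in the other lines. If it came from the other strand of the same hairpin, its reverse complement GGCCCAC would be expected just upstream of ATCTTCA in ADAR. The ADAR transcript held 0 copies of it, so that test failed. Looking again with a looser rule, the 6-base end GCCCAC was found 10 bases upstream of the single copy of ATCTTCA. Only 0.582% of tested sequences have a 6-base end placed so. The stretch, GCCCACTGTTATCTTCA, lies in the 3′ UTR of ADAR, in exon 15 of the transcript used, at chromosome 1, 154582424 to 154582440 of GRCh38. A strand whose outermost base comes from outside ADAR might give this pattern, but the looser rule was chosen after the first had failed, so it stays open.

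Leaving out the 3668 genes whose 3′ UTR holds either sequence, 142 genes were higher and 115 lower on average, against 269 and 363 with all genes. The integrated stress response list stayed called (camera adjusted p 1.26e-07, 17 members), so the call does not need genes that hold these sequences. Randomly keeping 17 of its members gave an unadjusted camera p under 0.05 in 100% of 1000 draws. Genes with the sequences tended to be lower, so dropping them could hardly remove a rise. A rise that follows indirectly from the fall of other genes was not tested. The lipid list was no longer called (adjusted p 0.495, 30 members). Randomly keeping 30 of its members gave as large an unadjusted p in 20% of 1000 draws, so the loss of members and the sequences cannot be told apart. ACSL4 and PLIN3 each hold 1 copy of GTGGGCC.

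List calls were also frequent when arms were assigned at random within lines. For the integrated stress response list, 30 of the 59 other splits had an unadjusted p under 0.05, and 3 of 60 splits, the real one included, had one as small as the real one. For the lipid list 4 of 60 did. Among the 31 other splits that kept no line's real grouping whole, 16 had an unadjusted p under 0.05 for the integrated stress response list and 1 had one as small as the real one; for the lipid list these were 4 and 2. As many list calls within lines as the real 6 came from 7 of 60 splits. These splits mix replicate pairs. With replicate numbers as blocks and the arms exchanged within pairs, 2 of 50 exchanges, the real one included, gave as small a p for the integrated stress response list, 4 of 50 for the lipid list, and 6 of 50 as many list calls within lines. Of the 17 exchanges that kept no line whole, 0 had as small a p for the integrated stress response list and 1 for the lipid list, and none had as many list calls within lines. Yet 26 of the 49 other exchanges had an unadjusted p under 0.05 for the integrated stress response list, so camera's p-values for it are too small with or without blocks. The exchanges argue against chance as the whole source of this call with blocks. For the lipid list, and for the calls without blocks, chance stays open.

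Counts of genes held up differently. As many as 632 genes on average came from 1 of 60 splits (the next had 2), and 2 genes in all 4 lines from 1 of 60. With replicate numbers as blocks, 2820 genes came from 1 of 50 exchanges of the arms within pairs. A further exchange gave 1360, but it kept the real pairs of arms in all 4 lines and reversed whole lines, so it is no chance level. The 17 exchanges that kept no line whole gave 0 genes each. In single lines there are 10 splits, so no share under 0.1 is possible: the real count was matched by 1 of 10 in BT549, 4 of 10 in HCC1806, 1 of 10 in MDAMB231 and 2 of 10 in MDAMB468. In HCC1806 the larger counts, up to 316, came from splits that kept most replicate pairs whole. Among the splits that parted all 3 pairs, no other split gave more than 1 gene in HCC1806 or more than 0 in BT549, MDAMB231 and MDAMB468.

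MDM2 stayed higher after all libraries were thinned to 10370645 counts (average log2 fold change 0.706), so a difference in depth does not account for it. Its lowest average on leaving out 1 library was 0.678. The p53 target list was not called (adjusted p 0.950), but its members went both ways, so a rise through p53 cannot be told apart from a rise of MDM2 alone. Its 3′ UTR holds 0 copies of ATCTTCA and 1 of GTGGGCC.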
